A study of Caenorhabditis elegans with 6 samples. Its data were reported in "The influences of PRG-1 on the expression of small RNAs and mRNAs" (2014).

How the data were processed

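Small RNAs were sequenced from whole worms of 1 *Caenorhabditis elegans* strain, the *prg-1* mutant wm161, at 6 stages: embryo, the larval stages L1, L2, L3 and L4, and young adult. PRG-1 is the Piwi protein that binds 21U-RNAs, the piRNAs of this species. Per the labels, worms were fed the *Escherichia coli* strain OP50, total RNA was extracted with Trizol and small RNAs were size-selected on a gel. Each stage was 1 library. No spread between samples of a stage could therefore be estimated, and no difference between stages has a replicate check. Wild-type libraries and mRNA libraries were not analysed here.

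The deposited tables held counts: for each library the authors listed every distinct sequence with its length and the number of reads, without scaling. According to the methods of the study, sequences under 18 nt and sequences made mostly of 1 base were removed, reads were mapped to the ce10 build with Bowtie without mismatches, known miRNAs were taken with miRDeep2, and 21U-RNA reads were set against the total of miRNA reads. The submitters' processing notes name Bowtie 0.12.8 and ce10. The tables also held sequences that were no exact match to a named miRNA or that matched RNAs of other organisms, so they were read here as the reads before mapping. Totals ran from 9311814 reads in L2 to 9732890 in Embryo. A further 219 rows over the 6 tables were blank and were left out. PCR reads without molecular identifiers are not independent molecules, so all intervals and zero-count limits cover counting error only. Intervals were exact 95% intervals (Clopper-Pearson for shares, the conditional binomial for ratios of 2 libraries), and a count of 0 was taken to allow up to 3 reads.

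No genome sequence was used here, so reads were not mapped, the strand of a read against a gene was not known, and 21U-RNA loci were not matched. The gene annotation at hand was of the WBcel235 build and not of ce10, and was used for gene names and for which miRNA genes neighbour each other. Mature sequences of 87 miRNAs were entered by hand after the tables had been seen. All 87 genes were found in the annotation, a mature product of the entered length was annotated for 82 (not for miR-237-5p, miR-246-3p and 3 others), and for 86, all but miR-240-3p, the most abundant sequence in the tables shared the first 18 nt with the entered one. A read was assigned to a miRNA when it held nucleotides 4 to 18 of the mature sequence exactly, with its start moved by at most 3 nt. Among several fits the one matching furthest past position 18 was taken, and reads that still fitted several miRNAs were split evenly. The nearly identical products of mir-44 and mir-45 were counted as 1 miRNA.

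The remaining reads were sorted by length and first base into 26 nt 5′G, 22 nt 5′G and 21 nt 5′U sequences, which have the length and first base of 26G-, 22G- and 21U-RNAs, and the rest. According to the study, its libraries held only RNAs with a 5′ monophosphate, while 22G-RNAs carry a triphosphate and were not detected. The 22 nt 5′G values are therefore not levels of 22G-RNAs made by RNA-dependent RNA polymerases. The study nevertheless regards it as probable that its reads held some 22G-RNAs with a 5′ monophosphate. Before the sorting by length, reads with 1 or 2 substitutions against a miRNA core, reads with an insertion or deletion, reads joining 2 miRNAs, and reads matching fixed marker RNAs of bacteria (18 RNAs), vertebrates (25 miRNAs), insects (5) and plants (4) were moved to the rest. This step and the markers were chosen after the data had been seen. Pieces of the worm's own structural RNAs, and products of miRNAs not entered, were not removed, so each length class may include them. The 3 most abundant sequences of each length class were printed unless under 1% of their reads came from Embryo, because their origin was then open.

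The tests, the lists of miRNAs and most alternatives were fixed before the data were examined. Adjacent stages were compared as reads per 1000000 miRNA reads (RPM). A miRNA was called higher or lower when the ratio was over 2 or under 0.5, the interval excluded 1 and both libraries together held at least 20 of its reads. This compares 2 libraries, not 2 populations of worms, and no p-value was computed. The study asked for the same 2-fold difference with DEGseq and GFOLD. For each list, the median log2 ratio (with 0.5 reads added) was placed among 10000 random lists of the same size, drawn for each member from the 15 miRNAs nearest in abundance. The random lists were drawn without regard to neighbouring genes, so a percentile does not allow for members that change together. Shares of the 5 classes were related to the rank of the stage, and 2 relations between classes were computed, with Pearson's r and Spearman's rho, exact two-sided permutation p over the 720 orders of the stages, and Benjamini-Hochberg adjustment over these 7 relations. The number of distinct sequences of a class was also counted after thinning each library to 9311814 reads.

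The miRNAs named were the 5 largest rises and 5 largest falls of each pair among called miRNAs with at least 100 reads in the higher library, the up to 4 most abundant members of each list, and the 10 most abundant miRNAs of each library. The lists were the heterochronic miRNAs, the mir-35, mir-51 and mir-58 families, mir-63 to mir-66 with mir-229, stress and starvation miRNAs, markers of muscle, neurons and glia, and those miRNAs lower in the mutant that the study named as examples with their targets. A list of ribosomal, transfer and other structural RNAs was also fixed but was not analysed here, since it needs a genome.

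The calls were tested on simulated data, with counts drawn for the 82 to 85 miRNAs of each of the 5 adjacent pairs. Of 1000 simulated 3-fold changes 100% were called in the right direction, and of 1000 simulated 6-fold changes also 100%. Of 6391 unchanged miRNAs 0.219% were called. All simulated changes were placed in miRNAs with many expected reads. The 100% therefore does not cover miRNAs near the smallest number of reads that a call allows. The simulated counts were drawn with counting error alone and no spread between libraries, so the rates are not those of calls between populations of worms. Exact intervals held the true ratio in 95.2% of 400 simulated pairs.

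The alternatives for calls were scaling to all reads, TMM factors of edgeR 4.0.16, size factors of DESeq2 1.42.0, other read minimums, a stricter interval, a 4-fold threshold, dropping reads that fit several miRNAs, and counting only the most abundant sequence of each miRNA. Alternatives for the classes were counts of distinct sequences, sequences with at least 2 reads, dropping the 10 most abundant sequences, and other denominators. Alternatives added after seeing the data were adding reads with 1 mismatch to their miRNA, correcting let-7 for vertebrate let-7f reads, keeping altered and marker reads in the classes, counting altered miRNA reads as miRNA, and a stricter definition of 21 nt 5′U sequences. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with R 4.3.3 for the TMM and DESeq2 factors.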

Results

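Small RNAs of *prg-1* mutant worms were counted in 6 libraries, 1 per stage from embryo to young adult (Embryo, L1, L2, L3, L4, Young adult). The libraries held 9732890, 9501361, 9311814, 9494554, 9416798 and 9431754 reads in that order, in 196428, 137813, 146898, 115418, 106845 and 192790 distinct sequences. Lengths ran from 18 to 44 nt. In a library of this size, a sequence without reads may still make up 3.08e-05% to 3.22e-05% of the reads.

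The first question was how the composition of small RNAs changes over development when PRG-1 is missing. The 87 entered miRNAs made up 76.9% of the reads in Embryo (76.8 to 76.9%) and 92.4% in L1, 93.1% in L2, 94.9% in L3, 96.0% in L4 and 94.7% in Young adult. The 26 nt 5′G sequences, the size and first base of 26G-RNAs, took 12.8% of the Embryo reads (12.8 to 12.8%) and then 1.69%, 0.940%, 0.592%, 0.394% and 0.353% from L1 to Young adult. The 22 nt 5′G sequences have the length and first base of 22G-RNAs but do not measure their level, since 22G-RNAs carry a 5′ triphosphate and, by the study's account, only RNAs with a 5′ monophosphate were obtained. Their share stayed between 0.226% in L1 and 0.427% in Young adult (0.423 to 0.431%). The 21 nt 5′U sequences have the length and first base of 21U-RNAs. Their share of the reads was 0.0827% in Embryo, 0.215% in L1, 0.165% in L2, 0.0820% in L3, 0.0507% in L4 and 0.104% in Young adult.

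The fall of the 26 nt 5′G share was the only one of the 7 relations that passed the adjustment, and it did not pass without the 10 most abundant sequences (rho = -0.943, exact permutation p = 0.0167, adjusted p = 0.117). Over the 6 stages Spearman's rho with stage rank was -1 (exact permutation p = 0.00278, the smallest 6 stages allow; adjusted p = 0.0194) and Pearson's r was -0.721 (exact permutation p = 0.00278, adjusted p = 0.0194). Without Embryo and Young adult, the stages farthest from the median rank, r was -0.959. When any 1 stage was left out, rho stayed at -1, and the adjusted p was no longer under 0.05, since 5 stages cannot give an exact p under 0.0167. The miRNA share gave rho = 0.829 (exact permutation p = 0.0583, adjusted p = 0.204) and r = 0.756 (exact permutation p = 0.0167, adjusted p = 0.0583), and r = 0.986 without the same 2 stages. The 22 nt 5′G share gave rho = 0.257 (exact permutation p = 0.658, adjusted p = 0.768) and r = 0.381 (exact permutation p = 0.481, adjusted p = 0.651), and r = 0.579 without them. For the 21 nt 5′U share rho was -0.371 (exact permutation p = 0.497, adjusted p = 0.768) and r was -0.408 (exact permutation p = 0.408, adjusted p = 0.651). Between L1 and L4 alone r was -0.987, so this share fell over the larval stages and was higher again in Young adult. The rest gave rho = -0.771 (exact permutation p = 0.103, adjusted p = 0.240) and r = -0.812 (exact permutation p = 0.0278, adjusted p = 0.0648), and r = -0.937 without the 2 stages.

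Neither of the 2 relations between classes passed the adjustment, and 6 stages are few for it. The 22 nt 5′G share against the 21 nt 5′U share gave rho = -0.0857 (exact permutation p = 0.919, adjusted p = 0.919) and r = -0.307 (exact permutation p = 0.558, adjusted p = 0.651). Without L1 and L2, the 2 libraries with the most 21 nt 5′U reads, r was 0.809, so the sign of this relation rests on those libraries. The 26 nt 5′G share against the 22 nt 5′G share gave rho = -0.257 (exact permutation p = 0.658, adjusted p = 0.768) and r = 0.216 (exact permutation p = 0.814, adjusted p = 0.814), and r = -0.764 without Embryo and Young adult.

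**Figure D1:**
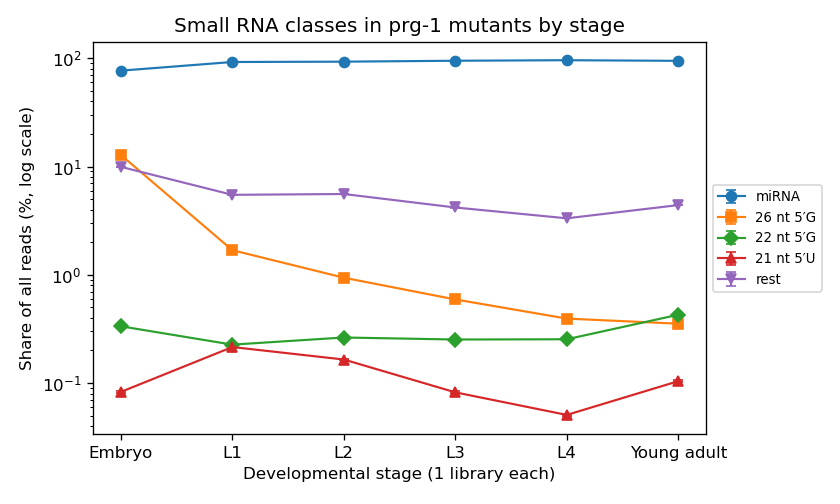
Share of all reads (log axis, in %) of miRNAs, 26 nt 5′G, 22 nt 5′G, 21 nt 5′U and remaining sequences at each of the 6 stages, 1 library each, with bars for the exact 95% counting interval (mostly smaller than the symbols). The 26 nt 5′G share falls at every step, from 12.8% in Embryo to 0.353% in Young adult.

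A few miRNAs made up most of the miRNA reads at every stage. miR-58-3p, of the bantam family, led all 6 libraries, with 30.7% of the miRNA reads in Embryo and between 48.1% and 55.0% in the other libraries. The 10 most abundant miRNAs took 91.8% in Embryo and between 94.9% and 96.2% later. Of the 15 miRNAs that were among the 10 most abundant of any library, 6 were so in all of them: miR-58-3p, miR-44/45-3p, miR-72-5p, miR-73-3p, miR-228-5p and the muscle miRNA miR-1-3p. The mir-35 family members miR-37-3p (12.9%), miR-35-3p (8.08%), miR-40-3p (4.77%) and miR-36-3p (1.71%) were on this list in Embryo alone. miR-71-5p, miR-48-5p and miR-81-3p entered it in L1, and let-7-5p in L4. miR-34-5p was on it from L1 to L3. Reads carrying 1 or 2 substitutions against a miRNA were left out of these counts and made up 4.87% of all reads in Embryo, against 0.782% to 0.917% in the other libraries.

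Adjacent stages were compared to see how many miRNAs change at each step of development. Over the 5 pairs, 419 comparisons had enough reads, and 308 of them (73.5%) were neither higher nor lower by over 2-fold. The step from Embryo to L1 held more of the differences than any other step, with 25 miRNAs higher and 28 lower of 83. With 1-mismatch reads added, 24 were higher and 27 lower. The Embryo library also had the most substituted miRNA reads, 4.87% against at most 0.917% elsewhere. A technical difference of that 1 library cannot be told apart from its stage. The next steps gave 8 higher and 3 lower of 82 (L2/L1), 10 higher and 6 lower of 84 (L3/L2), 8 higher and 18 lower of 85 (L4/L3), and 5 higher and 0 lower of 85 (Young adult/L4). Of the 87 miRNAs, 67 were called in at least 1 pair and 8 in at least 3, and 20 were tested in all 5 pairs and called in none. The split at L4/L3 depended on the scaling: with TMM factors 8 were higher and 4 lower, and with DESeq2 size factors 8 and 8. Young adult/L4 gave 5 higher and 1 lower both with TMM factors and when scaled to all reads. It gave 8 higher and 0 lower with DESeq2 size factors, and 7 higher and 1 lower with the most abundant sequence only.

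**Figure D2:**
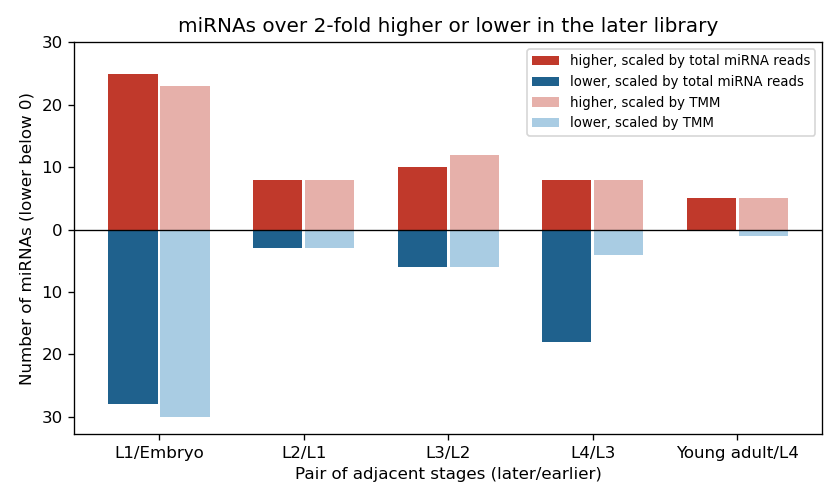
Number of miRNAs called over 2-fold higher (above 0) or lower (below 0) in the later of 2 adjacent stages, 1 library per stage, with reads scaled to total miRNA reads (dark) or by TMM factors (light). L1/Embryo has 25 higher and 28 lower, and the 18 lower at L4/L3 become 4 with TMM factors.

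In L1 against Embryo, lin-4-5p and miR-34-5p were among the largest rises, and the mir-35 family was lower. lin-4-5p, which times the early larval fates, had 22 reads in Embryo and 4314 in L1, a 167-fold rise in reads per 1000000 miRNA reads (RPM; interval 110 to 267). miR-230-3p was 122-fold higher (96.5 to 157), miR-795-5p 59.1-fold (47.9 to 73.8), and miR-34-5p went from 245 to 7260 RPM. miR-71-5p, a regulator of survival during starvation and stress, went from 0.786% to 14.2% of the miRNA reads. The largest falls were all in the mir-35 family. miR-39-3p was 235-fold lower (191 to 291), miR-35-3p 229-fold (221 to 238), miR-38-3p 192-fold (155 to 240) and miR-40-3p 161-fold (155 to 168). miR-41-3p had 114 reads in Embryo and 0 in L1 and was 44.6-fold lower when set against 3 reads, with 35.7-fold as the lower limit of its interval.

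From L1 to L2 the changes were fewer and mostly upward. lin-4-5p was again the largest rise, from 491 to 5419 RPM, and was not called in the next 3 pairs, with ratios of 1.01, 0.903 and 1.04. miR-241-5p was 3.94-fold higher (3.73 to 4.16), miR-70-3p 3.36-fold (3.28 to 3.45), miR-79-3p 2.83-fold (2.40 to 3.36) and miR-48-5p 2.66-fold (2.63 to 2.68). miR-124-3p, a neuronal miRNA, was 4.86-fold lower (4.06 to 5.85) and miR-71-5p 2.10-fold lower (2.10 to 2.11).

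From L2 to L3 the largest change was miR-124-3p, 17.5-fold higher (14.8 to 20.8) with 145 reads in L2 and 2636 in L3. In L4 it had 246 reads, so this rise and the fall at L4/L3 both rest on the L3 library. miR-239b-5p was 4.10-fold higher (3.79 to 4.44), miR-48-5p 3.88-fold (3.86 to 3.91), miR-237-5p, the second member of the lin-4 family, 2.57-fold (1.77 to 3.80) and miR-241-5p 2.56-fold (2.48 to 2.63). The lower ones included miR-796 (2.90-fold, 2.65 to 3.17), miR-39-3p (2.60-fold, 1.82 to 3.78), miR-35-3p (2.46-fold, 2.33 to 2.60), miR-40-3p (2.32-fold, 2.19 to 2.47) and miR-73-3p (2.12-fold, 2.10 to 2.13).

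From L3 to L4 let-7-5p, which times the change from larva to adult, was 11.9-fold higher (11.7 to 12.1) and reached 24880 RPM. Its relatives miR-241-5p (3.49-fold, 3.43 to 3.55), miR-48-5p (2.62-fold, 2.61 to 2.63) and miR-84-5p (2.17-fold, 1.99 to 2.36) were higher too, as was miR-85-3p (8.44-fold, 4.93 to 15.5). miR-124-3p was at 27.2 RPM, 10.7-fold lower (9.43 to 12.3), and miR-245-3p (4.76-fold, 3.21 to 7.25), miR-74-3p (4.61-fold, 3.80 to 5.62), miR-232-3p (4.10-fold, 3.19 to 5.33) and miR-49-3p (3.06-fold, 2.87 to 3.25) were lower. The median miRNA of this pair lay at a log2 ratio of -0.42, and TMM factors moved every log2 ratio of the pair by 0.69, DESeq2 factors by 0.51. miR-124-3p, miR-245-3p, miR-74-3p and miR-232-3p are the 4 that were also called lower with TMM factors, and miR-49-3p was not.

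From L4 to Young adult the 5 called miRNAs were all higher. miR-85-3p was 8.85-fold higher (7.36 to 10.7), miR-246-3p 8.37-fold (5.68 to 12.8), miR-240-3p 4.01-fold (2.98 to 5.48), miR-77-3p 2.76-fold (2.05 to 3.75) and miR-70-3p 2.18-fold (2.15 to 2.22). All but miR-70-3p had at most 124 RPM in Young adult. The most abundant sequence of miR-240-3p did not begin with the first 18 nt of the entered one, and with that sequence alone the ratio was 4.05.

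The heterochronic miRNAs, which set the timing of larval cell fates, were higher at most steps up to L4. Of the 5 measured members (lin-4-5p, let-7-5p, miR-48-5p, miR-84-5p and miR-241-5p), 4 were higher at L1/Embryo, 3 at L2/L1, 3 at L3/L2 and 4 at L4/L3, none was lower in any pair, and none was called at Young adult/L4 (let-7-5p was, as higher, with DESeq2 factors). The median log2 ratio was 3.20, 1.41, 1.06 and 1.39 in the first 4 pairs, above all 10000 matched random lists each time, and 0.05 in the last pair (percentile 62.7). The genes of miR-48-5p and miR-241-5p are neighbours, which the random lists do not mimic. With let-7-5p corrected for reads of vertebrate let-7f, the first 4 medians were 3.91, 1.41, 0.93 and 1.39, so that of L3/L2 fell short of 2-fold. miR-48-5p went from 532 RPM in Embryo to 185260 in Young adult, 348-fold higher (338 to 359), and the let-7 family as a whole from 0.209% to 23.8% of the miRNA reads, or from 0.0567% to 23.7% with the same correction. let-7-5p alone lay between 1004 and 2088 RPM up to L3. The mature let-7 sequence is the same in worms and vertebrates, and reads of the vertebrate form let-7f numbered 11386 in Embryo, where let-7-5p had 11416, and 589 in L1, where let-7-5p had 10526. The correction takes off 1 read of let-7-5p for each let-7f read, a proportion that was not measured. It leaves 30 reads of let-7-5p in Embryo with a standard error of 151, so no fold is given for L1/Embryo. The ratio at L3/L2 became 1.90 in place of 2.08 (2.03 to 2.13), so at that proportion let-7-5p is not called in that pair.

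The mir-35 family, needed for embryonic development, was the sharpest marker of the embryo. All 8 members were lower in L1, with a median fall of 175-fold (percentile 0 among matched random lists), or 160-fold with miR-41-3p set against 3 reads. Members miR-35-3p to miR-41-3p lie in 1 gene cluster, which the random lists do not mimic. The smallest fall was that of miR-42-3p, 10.5-fold (9.69 to 11.3). As a family they went from 28.0% of the miRNA reads in Embryo to 0.172% in L1, 163-fold lower (161 to 166). They then stayed between 0.0909% and 0.249%, with 3 members lower at L3/L2 and none called in the other later pairs. The list's median at L4/L3 was -0.62, and 0.07 with TMM factors, so its direction there depends on the scaling.

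**Figure D3:**
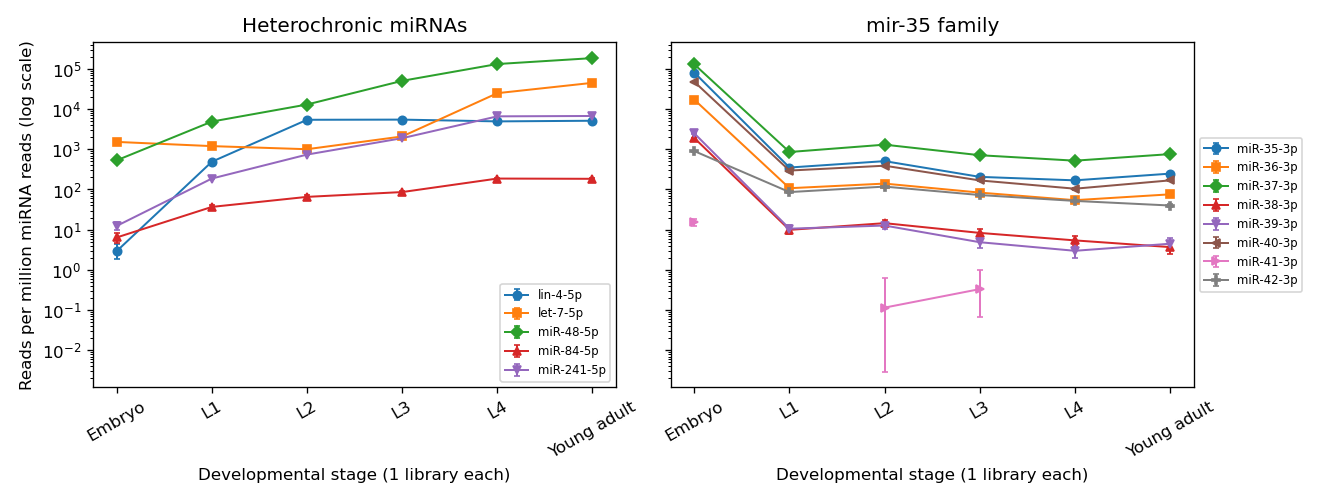
RPM (log axis) of 5 heterochronic miRNAs (left) and the 8 mir-35 family members (right) at the 6 stages, 1 library each, with exact 95% counting intervals as bars; points at 0 reads are not drawn. miR-48-5p goes from 532 to 185260 RPM, while miR-37-3p goes from 129433 RPM in Embryo to 856 in L1.

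Of the 5 members of the group mir-63 to mir-66 and mir-229, 4 were lower in L1 (among them miR-64-5p at 0.198, miR-65-5p at 0.251 and miR-66-5p at 0.399 of the Embryo level), while miR-63-3p was 2.80-fold higher (2.62 to 2.99), and the median log2 ratio was -1.46 (percentile 1.78). At L4/L3 its median of -0.47 turned to 0.22 with TMM and 0.04 with DESeq2 factors. Among stress and starvation miRNAs, miR-71-5p, miR-34-5p and miR-80-3p (2.49-fold, 2.43 to 2.55) were higher in L1, miR-228-5p had a ratio of 1.55, and the median was 1.32 (percentile 97.8). At L4/L3 1 member was lower, but not with TMM or DESeq2 factors, and the median of -0.03 became 0.65 with TMM factors. In the mir-51 family, 3 of 6 members were lower at L1/Embryo, among them miR-52-5p at 0.370 of the Embryo level and miR-51-5p, with a median of -0.97 (percentile 11.9). miR-54-3p and miR-55-3p had ratios of 0.582 and 1.05. At L4/L3 3 members were lower, with a median of -0.77 (percentile 2.99), but none with TMM or DESeq2 factors. The mir-58 family went apart at L1/Embryo: miR-81-3p and miR-82-3p were lower (0.475 and 0.404), miR-80-3p was higher, and the median of its 4 members was -0.21 (percentile 65.1), or 0.05 when scaled to all reads. With DESeq2 factors miR-81-3p was not called. In the later pairs no member of the mir-58 family was called.

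Among tissue markers, the muscle miRNA miR-1-3p was called in no pair, with log2 ratios between -0.46 and 0.38, and neither was miR-228-5p of glia, with ratios between 0.719 and 1.55. At L4/L3 the log2 ratio of miR-228-5p was -0.36, and 0.33 with TMM factors. The neuronal list held miR-124-3p and lsy-6-3p. At L1/Embryo miR-124-3p was 2.70-fold higher (2.32 to 3.16), while lsy-6-3p was lower (0.363, 0.220 to 0.584) with 61 reads in Embryo and 26 in L1. lsy-6-3p was not called later, and the medians of 2.05 at L3/L2 (percentile 100) and -2.09 at L4/L3 (percentile 1.13) came from miR-124-3p. The list of miRNAs lower in the mutant holds only examples that the study named with their targets, out of a longer set. It was chosen on these same samples and is not independent of them. Of the 7 members, 3 were higher and 2 lower at L1/Embryo and 3 were lower at L4/L3, with medians of -0.63 and -0.58. No member was called in the other pairs. With TMM or DESeq2 factors none of those 3 was called at L4/L3, and the median became 0.11 with TMM factors.

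The 26 nt 5′G sequences were an embryonic population. Per all reads they were 7.58-fold lower in L1 than in Embryo (7.55 to 7.62), then at 0.557, 0.630 and 0.666 of the stage before at each larval step and 1.11-fold lower in Young adult than in L4 (1.10 to 1.13). Of 1436 such sequences with at least 50 reads, 1294 (90.1%) had their highest share in Embryo and 25 in Young adult. In Embryo, abundant sequences of this class came with copies in which A was changed to C. The median share of such copies was 7.93% at position 13 and 4.55% at position 8, and 0 at both in L1. They were not removed, so all numbers of distinct Embryo sequences of this class include them, to an extent that was not measured. The 3 most abundant were GGTTGGTGTAGCGGTATATTACTCAG with 168543 reads in Embryo and 17016 in L1, GACACTTTCCTCTGAACCAAGTTTTA with 85819 and 5048, and GTTCTCGGAACGGGCAAGACTTATTA with 77016 and 9342. In Young adult they had 408, 206 and 148 reads. The 10 most abundant sequences took 46.4% of the class in Embryo and, as the 10 most abundant of that library, 10.3% in Young adult. As a count of distinct sequences the class changed less, with 29066 in Embryo, 9678 in L1, 4897 in L3 and 11447 in Young adult after thinning to equal depth. The rise from L3 to Young adult depends on the definition: of the sequences that had at least 5 reads in all and held at least 50% of the reads with their first 18 nt, 4488 were found in Embryo, 2881 in L1, 1756 in L3 and 1547 in Young adult.

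The 22 nt 5′G sequences showed the opposite late course. Their share in L1 was 0.677 of that in Embryo (0.665 to 0.688), differed little among L1, L2, L3 and L4, where neighbouring ratios were 1.16, 0.958 and 1.01, and was 1.68-fold higher in Young adult than in L4 (1.66 to 1.71). Distinct sequences at equal depth numbered 16665 in Embryo, 8394 in L1, 13485 in L4 and 24401 in Young adult, but their part in all distinct sequences was the same in Young adult and L4 (ratio 1.00). By that stricter definition 679 were found in Embryo, 620 in L1, 1071 in L4 and 1239 in Young adult. Their share of all reads was 0.0327% in L1, 0.0489% in L2, 0.0600% in L3, 0.0583% in L4 and 0.0690% in Young adult. The flat course from L1 to L4 and the size of the rise in Young adult thus depend on the definition. These sequences may include strands of miRNAs that were not entered here and pieces of structural RNAs of the worm. The origin of those named below was not determined. Most sequences of the class were rare: between 79.4% and 83.8% were read once. The most abundant, GCCCTACTCTTCGCATCTCATC, had 5539 reads over the 6 libraries, of which 1194 were in L1 and 619 in Young adult, and the next, GAGAAAGGTATCGGGTGTCATA, had 2174, of which 584 were in L2. The first held 85.4% and the second 10.6% of all reads that shared their first 18 nt, so for the second most reads with that start were other sequences.

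21U-RNAs need PRG-1 to accumulate, and 21 nt 5′U sequences made up at most 0.215% of the reads of any of these mutant libraries. These sequences may include reads of miRNAs that were not entered here and pieces of ribosomal or other structural RNAs of the worm. The origin of those named below was not determined. They stood at 1076 RPM in Embryo (1053 to 1100), 2326 in L1 (2294 to 2358), 1772 in L2 (1744 to 1800), 864 in L3 (845 to 884), 529 in L4 (514 to 544) and 1098 in Young adult (1076 to 1120). L1 was thus 2.16-fold above Embryo (2.11 to 2.22) and Young adult 2.08-fold above L4 (2.01 to 2.15). The L1/Embryo rise depends on leaving out altered miRNA reads: with these and marker reads of other organisms kept in the class the ratio was 0.344, and that of Young adult to L4 was 1.08. With only sequences that had at least 5 reads and held at least 50% of the reads with their first 18 nt, L1 was 5.54-fold above Embryo and Young adult 2.54-fold above L4. At equal depth, 2558, 4615, 4324, 2526, 1608 and 3492 distinct sequences were found from Embryo to Young adult. The 3 most abundant were TTAGTAGGCGTTGTGGGAAGG with 4936 reads over the 6 libraries, TACACGCAGAAGATCGCCGGT with 3000 and TCGGAGACGGCCTGGGAATCC with 1455. They held 12.4%, 63.4% and 29.2% of all reads that shared their first 18 nt, so for the first and the last most reads with that start were other sequences.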

Values the study reported

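The study reported 52,363,338 small RNA reads that mapped to the genome over the 6 stages, with 8,056,943 in embryo, 8,867,568 in L1, 8,632,646 in L2, 8,970,579 in L3, 8,941,933 in L4 and 8,893,669 in young adult. It stated that in the mutant about 87% of miRNAs did not differ between adjacent stages. Its supplement also gives this share for each pair, lowest for L1 against embryo, which is the pair with the lowest such share here too. The study's shares cover a larger set of miRNAs, called with DEGseq and GFOLD. Their sizes are therefore not directly comparable with the share of comparisons called neither higher nor lower above.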

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

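Of the tests in this part, the one on A13C in 26 nt sequences was set down before its result was seen, and those on single miRNAs, on A-to-G changes and on other positions were chosen after. Reads that match a miRNA core except for 1 or 2 substitutions lie outside the comparisons above. They were most frequent in Embryo, with 473625 reads or 4.87% of the library (4.85 to 4.88%), against 0.782% to 0.917% elsewhere. In Embryo the substitutions kept to particular positions, counted from 1 at the 5′ end of the read. Of 71 changes of A to another base or of G to T measured among miRNAs with at least 3000 reads, 6 had a median share over 1%, and in the other libraries none did, with 0.0990% the highest median. A8C, A11C and A13C were the highest (13, 13 and 6 miRNAs measured, with miR-39-3p left out of A13C because the change gives the first 18 nt of miR-40-3p), and the others were A16C (1.76%), A9C (1.28%) and G6T (1.23%). The median share of A11C was 2.91% in Embryo, and in L1 the medians of all 3 changes were at most 0.0169%.

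A strain variant or unnamed paralog of single miRNAs is argued against, because all 6 miRNAs tested carried A13C at over 2%. A-to-I editing of the RNA, which is read as A-to-G, is argued against as well, since A13G had a median of 0.0232%. Sequencing error at particular cycles is a candidate explanation and predicted the same changes in RNAs that are not miRNAs. Among 53 abundant 26 nt 5′G sequences of Embryo with A at that position the median share of A13C was 7.93%, which is 0.991 of the median among miRNAs. For A8C it was 4.55% (0.910 of the miRNA median) and for A11C 2.72% (0.934), and in L1 the 3 medians were 0. Why this library differs stays open, because the labels give no run or batch, and no further explanation was tested.

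Other signals outside the comparisons are given as values. Reads joining the end of 1 miRNA to the start of another numbered 14251 in L2 (0.153% of the library) and at most 1052 in any other library. Pieces of bacterial ribosomal, transfer and other structural RNAs numbered 27236 in Young adult (0.289%), 14513 in L1, 19482 in L2, 11055 in L3 and 10521 in L4, and 260 in Embryo (0.00267%). miRNA forms of vertebrates that differ from those of worms numbered 18779 in Embryo (0.193%), of which 11386 were let-7f and 5234 let-7b, and between 1279 and 5612 in the other libraries. Plant miRNA forms reached 267 reads in Embryo and between 43 and 53 elsewhere, and insect forms at most 8 reads, in L1 and L3. Each of these maxima lies above the 3 reads that a count of 0 allows.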

How the results depend on the processing

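Alternatives that keep or correct altered, marker or let-7f reads and the dominant-form definition were chosen after seeing the data, the others before. Of the 42 named miRNA changes none reversed, and between 39 and 42 stayed called under each alternative except the 4-fold threshold, which left 23. Adding 1-mismatch reads and the let-7 correction kept all 42. The 42 were picked for their size and their reads, so the other read minimums could not remove any. Of all 111 calls, 95 were shared with TMM factors, and at L4/L3 12 of 26. Of the list medians, 9 lay beyond 2-fold, and all 9 kept their direction with all reads and with TMM factors, where 10 lay beyond it. With the let-7 correction 8 did. The total of calls came to between 86 and 113 against 111, except at 4-fold. The 4-fold threshold left 43 in all, and 26, 3, 3, 8 and 3 in the 5 pairs, by its construction. At L4/L3 the count was 12 with TMM, 16 with DESeq2 factors and 17 when the whole interval had to lie beyond 2-fold, against 26. At Young adult/L4 it was 8 with DESeq2 factors and 8 with the most abundant sequence only, against 5. Apart from construction, the cause was not tested.

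The 21 nt 5′U ratios were 2.60 at L1/Embryo and 0.236 at L4/L1 as shares of all reads, against 2.16 and 0.227. With dominant forms only they were 5.54, 0.0948 and, at Young adult/L4, 2.54. With altered and marker reads kept, which lets U-starting altered miRNA reads into the class, they were 0.344 (reversed), 0.638 and 1.08. The 26 nt 5′G ratios at L1/Embryo and Young adult/L1 were 0.468 and 0.843 for distinct sequences and 0.141 and 0.339 without the 10 most abundant, against 0.132 and 0.209. The 22 nt 5′G ratios at L1/Embryo and Young adult/L4 were 0.704 and 1.00 for distinct sequences and 0.636 and 1.82 without the 10 most abundant, against 0.677 and 1.68. The cause was not tested.

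As parts of the distinct sequences, in Embryo and Young adult, miRNAs were 2.68% and 2.40%, 26 nt 5′G 15.2% and 6%, 22 nt 5′G 8.81% and 12.8% and 21 nt 5′U 1.35% and 1.83%, since each sequence then counts once. Among sequences with at least 2 reads, miRNAs were 78.0% and 96.3%, 22 nt 5′G 0.188% and 0.223%, 21 nt 5′U 0.0625% and 0.0752%, and 26 nt 5′G in Young adult 0.268%. With altered reads counted as miRNA the miRNA share was 81.8% and 95.5%.

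The trend of the 26 nt 5′G share kept rho between -1 and -1 when each stage was left out, but lost the adjusted threshold because 5 stages allow no smaller exact p than 0.0167. Without the 10 most abundant sequences rho was -0.943, with an exact permutation p of 0.0167 and an adjusted p of 0.117. Leaving out a stage gave rho from 0.7 to 1 for miRNA, -0.3 to 0.7 for 22 nt 5′G, -0.7 to -0.2 for 21 nt 5′U and -0.9 to -0.6 for the rest. No paired analysis was possible because each stage has 1 library. Splits by strand and 21U-RNAs of any length at annotated loci were planned and not run, since they need a genome. Depth limits mainly the rare sequences, of which most were read once.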

Other observations

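miRNAs of neighbouring genes mostly changed together between the Embryo and L1 libraries. In the annotation, 17 pairs of measured miRNAs lay next to each other on the same strand within 2 kb, and in 13 of them both members were called in the same direction at L1/Embryo, with 0 pairs in opposite directions. Shuffling the calls over the miRNAs 10000 times gave 3.38 such pairs on average and never more than 12. The cluster of miR-35-3p to miR-41-3p holds 6 of these pairs, and among the 10 pairs without a mir-35 family member 7 shared a call, against 1.77 on average and at most 7 when shuffled. miR-229-5p, miR-64-5p, miR-65-5p and miR-66-5p were lower together, miR-80-3p and miR-238-3p higher together, miR-51-5p and miR-53-5p lower, miR-73-3p and miR-74-3p lower, and miR-48-5p and miR-241-5p higher in 4 pairs of stages. In the pair miR-42-3p and miR-44/45-3p, the first was 0.0957 of its Embryo level in L1 and the second 0.947. The second value pools the products of mir-44 and mir-45. It therefore cannot show whether mir-44, the neighbour of mir-42, changed with it. Later steps had at most 2 such neighbour pairs. These neighbours were looked up after the calls were seen.

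Of the 87 miRNAs, 36 had their highest level in Embryo, 20 in L3, 13 in L1, 9 in Young adult, 8 in L2 and 1 in L4. This tally rests on RPM alone and was not repeated with other scalings. TMM factors moved every log2 ratio of L4/L3 by 0.69, so the numbers for L3 and L4 may depend on the scaling. The 25 sequences of 26 nt 5′G with their highest share in Young adult had 1808 reads there and 1 read in Embryo. The 33 sequences of 22 nt 5′G with their highest share in Young adult had 2015 reads there and 74 in Embryo. Both sets were picked for their high share in Young adult, so these contrasts follow in part from the choice.

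All tests in the rest of this part were chosen after the results were seen. The 26 nt 5′G reads of L1 stood at 13.2% of the Embryo level (13.1 to 13.3%). Embryo material left in the L1 library would bring the mir-35 family along, and this family stood at 0.737% of its Embryo level per all reads (0.725 to 0.749%), which argues against leftover embryos as the source of most of these reads. A few sequences taking most of the reads are argued against too, since the ratio was 0.141 without the 10 most abundant. Over 234 sequences with at least 500 reads in Embryo the median was 10.4% of the Embryo level (quartiles 5.26% and 17.3%). The 234 may include copies with A changed to C that are particular to Embryo, which would lower this median. Slower loss of 26G-type RNAs than of mir-35 family miRNAs after hatching, or new synthesis in L1, may account for them and was not tested.

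A set of 21 nt 5′U sequences was present in L1 and missing from Embryo and L4. Of 81 such sequences with at least 50 reads that held at least 50% of the reads with their first 18 nt, 58 (71.6%, 60.5 to 81.1%) had over 30 reads in L1 and at most 3 in each of Embryo and L4, the rule by which the set was picked, against 0 of 66 sequences of 21 nt with another first base (up to 5.44%). Together they had 0 reads in Embryo, 4191 in L1, 1731 in L2, 485 in L3, 13 in L4 and 473 in Young adult. Depth is argued against, since Embryo and L4 held at least 0.852 of the reads and of the miRNA reads of L1. With 1 outside source mixed in at different amounts, all of them would have the same ratio of L2 to L1 reads. The chi-square per degree of freedom was 2.01, between the limits of 2 and 5 set for deciding, so this source stays open. That some 21U-RNAs are made without PRG-1 in these stages is a hypothesis that was not tested.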
